A study of Mus musculus with 12 samples. Its data were reported in "DNA Methylation Directs Polycomb-Dependent 3D Genome Re-organization in Naive Pluripotency" (2019).

How the data were processed

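Poly(A) RNA was sequenced from 12 libraries of mouse embryonic stem cells (mESCs). They covered 2 cell lines, wild-type J1 and 3B3L, in serum or 2i medium, with 3 biological replicates in each of the 4 groups. Groups and replicate numbers were taken from the sample labels. The authors prepared stranded libraries, sequenced them on a NextSeq instrument and quantified transcripts with Sailfish in a strand-aware mode against mm10 transcript models. Their methods name RefSeq models, while the identifiers in the tables are those of Ensembl. The study combined its libraries in pools for sequencing, and the labels do not say which pool held which library, so an effect of the pool was not assessed.

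The authors summarised the transcript estimates with tximport into a deposited table of estimated counts per gene, which are not scaled by library size or transcript length. They also deposited a transcript table for each library with TPM and estimated counts per transcript. The gene table held 39017 genes, of which 85.6% (98.4% of reads) had a symbol in the gene name table used here. Each transcript table held 94647 transcripts, of which 90.4% (96.5% of reads) could be assigned to a gene. Transcript counts added up to the deposited gene count for 31892 genes, or 81.7% of genes and 91.6% of reads. Coordinates are from the RefSeq annotation of GRCm38 (mm10), matched by symbol, and cover the whole gene from start to end.

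Libraries held 37050652 to 44515395 estimated reads. A floor of 3 counts corresponded to 0.0674 to 0.081 CPM (counts scaled to a common library size). Reads carried no molecular identifiers, so such floors cover counting error only. Estimated counts were rounded to whole numbers before testing. Genes were kept by filterByExpr of edgeR (version 4.0.16 in R 4.3.3), which left 17885 genes, and libraries were scaled by TMM factors of 0.97 to 1.038. A quasi-likelihood model with 1 coefficient per group was fitted to all 12 libraries. The biological coefficient of variation was 6.49%. There were 5 contrasts: 2i against serum in each line, 3B3L against J1 in each medium, and the difference between the 2i effects of the lines. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested in a contrast. All adjusted p values for single genes are from this edgeR test unless another is named. Errors of log2 fold changes are the size of the change divided by the square root of the F statistic of its test. They are not standard errors of the fit, and can be too small for large changes with few counts in a group. For the 2i effect of H19 they were 0.145 in J1 and 0.174 in 3B3L, but 0.759 for the difference between the lines. CPM values are means ± SD over the 3 libraries of a group, with TMM library sizes.

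Regularised log (rlog) values were computed with DESeq2 (version 1.42.0). Principal component analysis (PCA) used the 500 most variable genes. Shares of variation are sums of squares over the filtered genes. They were tested by exact one-sided permutation of the media within each line or of the lines within each medium. Distances are Euclidean distances between group means of rlog values. Shares of a gene's TPM held by each transcript were compared between lines within a medium by an exact two-sided permutation test, which cannot go below 0.1 with 3 libraries against 3. Transcripts with a share of at least 5% in a group were compared.

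There were 12 gene lists, written from general knowledge: naive pluripotency, early lineage, MEK/ERK response, Wnt response, sterol synthesis, Hox, developmental transcription factors, germline genes silenced by DNA methylation, imprinted genes, 2-cell-like genes, fibroblast genes and Y-linked genes. The early lineage list and the developmental list shared 6 genes. Lists were tested with camera in limma (version 3.58.1) at its preset correlation of 0.01, adjusted over 60 tests. Only genes that were found and passed the filter were tested. These were 17 of 39 written Hox genes, 73 of 130 developmental factors and 12 of 26 2-cell-like genes. For some lists with genes at the floor, the median is also given with those genes at their bound. Single genes named in the text are 14 genes named by the study, and for each contrast the 3 with the highest and the 3 with the lowest log2 fold change among called genes with a mean of at least 10 CPM in the highest group. For a contrast of 2 groups, the libraries of the groups also had to have no overlap in CPM. Some genes that this rule picks are not reported here. The contrasts, tests, lists, this rule for naming genes and the alternatives were chosen before the data were examined, except where stated. A correction for GC content and gene length and the thinning of libraries to the 37050652 reads of the smallest were chosen after the data were seen. So were the correlation of the 2i effects with no filter, with DESeq2 size factors and with length offsets. So were all tests of explanations. GC content was known for 84.8% of the tested genes.

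Alternatives were DESeq2 size factors, no filter on low counts, at least 10 counts in every library, the DESeq2 Wald test, a fit to the 6 libraries compared, the replicate number as a block, a 2-fold threshold, transcript length offsets, other transformations and gene sets for the PCA and distances, fry and an estimated correlation for the lists, estimated reads in place of TPM for transcript shares, and leaving out each library in turn. Transcript length offsets could be computed for 15708 of the tested genes, those whose transcript counts added up to the gene count.

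The procedure was tested on simulated data with 17534 genes, of which 200 were changed. With edgeR it recovered 196 of the changed genes (98%) and called 18 unchanged genes (0.104% of the unchanged genes). Among the genes called, these 18 were a larger share than the threshold for adjusted p allows on average. DESeq2 recovered 198. A contrast with no simulated change gave 2 called genes. The simulated share of variation was 73.2% where 73.7% was built in. The simulation changed few genes, while the contrasts between media called most genes. It therefore cannot show how library scaling or the error rate behaves in those contrasts. Each library was used as a separate replicate, as labelled.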

Results

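J1 is a male wild-type mESC line. 3B3L cells lack functional endogenous Dnmt3a and Dnmt3b genes, and express Dnmt3b and Dnmt3l from transgenes under the constitutive CAG promoter, so that DNA methylation is kept up when the culture medium would lower it. Both lines were grown in serum with LIF or in 2i medium with LIF. 2i contains inhibitors of MEK and GSK3 and holds mESCs in a naive ground state. In serum, J1 cells grew on feeder cells, which were depleted before analysis, and 3B3L cells grew on gelatin, so that culture surface and line go together in that medium. The study asked whether the transcriptome of 3B3L cells in 2i is closer to that of wild-type cells in the same medium or to that of 3B3L cells in serum. Each of the 4 groups had 3 biological replicates. The 12 libraries held 37050652 to 44515395 estimated reads each.

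The targeted genes were examined first. Dnmt3b (chromosome 2, 153649411 to 153687730, ENSMUSG00000027478) stood at 413 ± 12.2 CPM in J1 serum and 44.1 ± 3.12 CPM in J1 2i (SD, n = 3), a log2 fold change of -3.23 ± 0.06 (edgeR adjusted p = 8.22e-16). In 3B3L it stood at 890.8 ± 32 CPM in serum and 928.1 ± 12.7 CPM in 2i, a difference that was not called (0.06 ± 0.05, edgeR adjusted p = 0.332). Dnmt3l (chromosome 10, 78042287 to 78063622, ENSMUSG00000000730) fell from 285 ± 0.413 to 52.84 ± 4.26 CPM in J1 and from 484.6 ± 32.9 to 289.8 ± 4.57 CPM in 3B3L. Its level in 3B3L was higher than in J1 in both media, by 0.77 ± 0.06 in serum (edgeR adjusted p = 1.2e-07) and 2.46 ± 0.06 in 2i (edgeR adjusted p = 9.41e-13). Reads of the disrupted Dnmt3a gene (chromosome 12, 3801559 to 3914443, ENSMUSG00000020661) remained in 3B3L, at 32.08 ± 2.5 CPM in serum and 4.666 ± 0.585 CPM in 2i, against 166.4 ± 0.785 and 41.49 ± 2.78 CPM in J1. Each of these directions held in all 3 libraries of the group. Dnmt1 differed little between lines, by 0.02 ± 0.05 in serum and 0.05 ± 0.05 in 2i (edgeR adjusted p = 0.83 and 0.421).

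**Figure D1:**
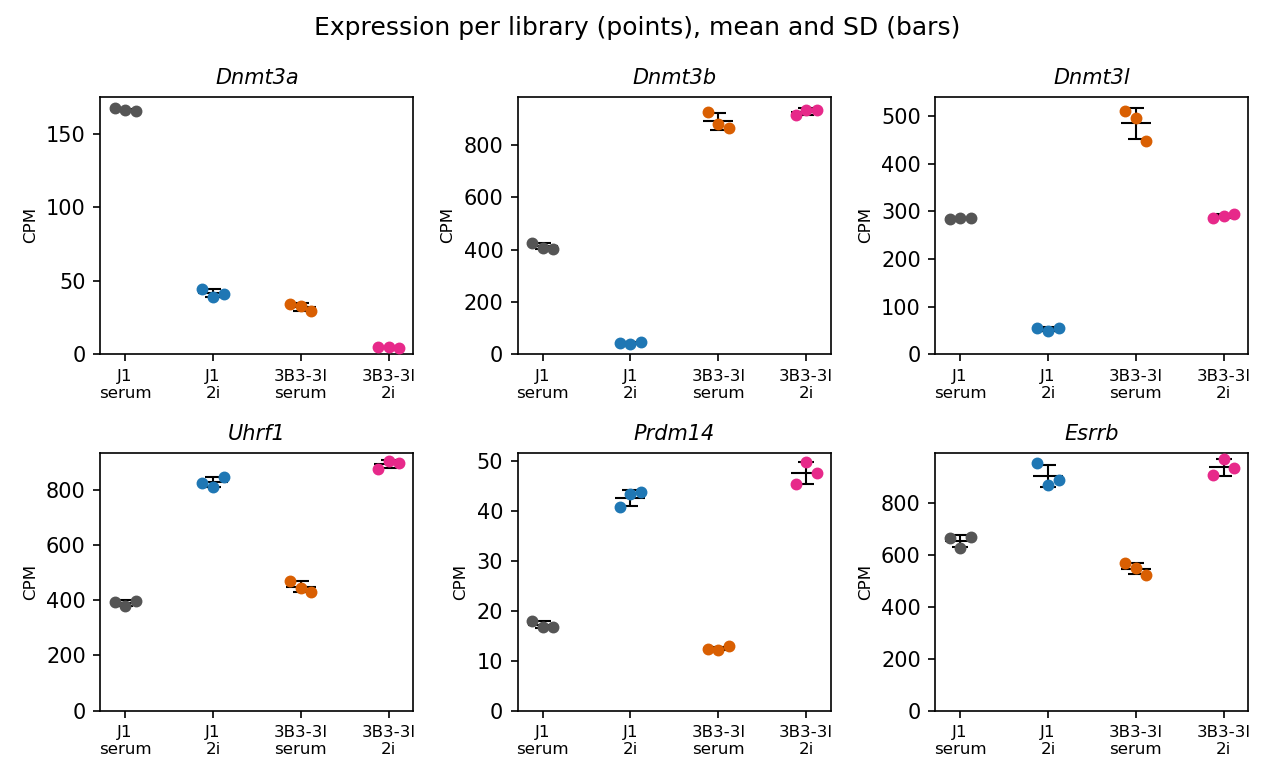
Expression in CPM of 6 genes in each library (points), with the mean and SD of each group (bars), for J1 and 3B3L (3B3-3l) in serum and 2i. Dnmt3b drops to 44.1 CPM in J1 2i and stays at 928.1 CPM in 3B3L 2i.

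The shares of single transcripts in the TPM of the Dnmt genes were compared between the lines. Transcript Dnmt3b-009 held 78.0% ± 0.243 of Dnmt3b TPM in 3B3L 2i and 42.9% ± 4.69 in J1 2i (SD, n = 3, exact permutation p = 0.1), and 74.6% ± 2.28 against 45.2% ± 3.98 in serum (exact permutation p = 0.1). With 3 libraries against 3 the smallest two-sided p is 0.1, so none of the 32 comparisons of this kind could pass 0.05, with or without adjustment. Transcript Dnmt3b-007 was listed at 0 in all 3B3L libraries and held 26.9% ± 6 of TPM in J1 2i and 17.7% ± 4.04 in J1 serum. Transcript Dnmt3a-006 held 18.2% ± 0.535 in J1 2i and 0.315% ± 0.546 in 3B3L 2i. The direction for transcript Dnmt3a-005 depended on the unit. In 2i its share in 3B3L minus that in J1 was -21.5 percentage points by TPM and 19.6 by estimated reads. Transcripts with an effective length under 50 bases held 18.8% to 50.2% of all TPM in a library but 0.319% to 0.567% of its reads. TPM was therefore used only within a gene, for these shares and to weight transcript lengths in the length offsets.

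Medium separated the libraries along the first principal component of rlog values, which held 90.0% of the variance, and line separated them along the second, with 4.11%. The alternative that moved the first share most was the use of all 17885 filtered genes, which gave 74.7%. Over all filtered genes, medium accounted for 74.5% of the sum of squares and line for 10.8% (exact permutation p = 0.005 for each, the smallest that 400 arrangements can give). The interaction of both held 6.54% and differences within groups 8.17%.

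**Figure D2:**
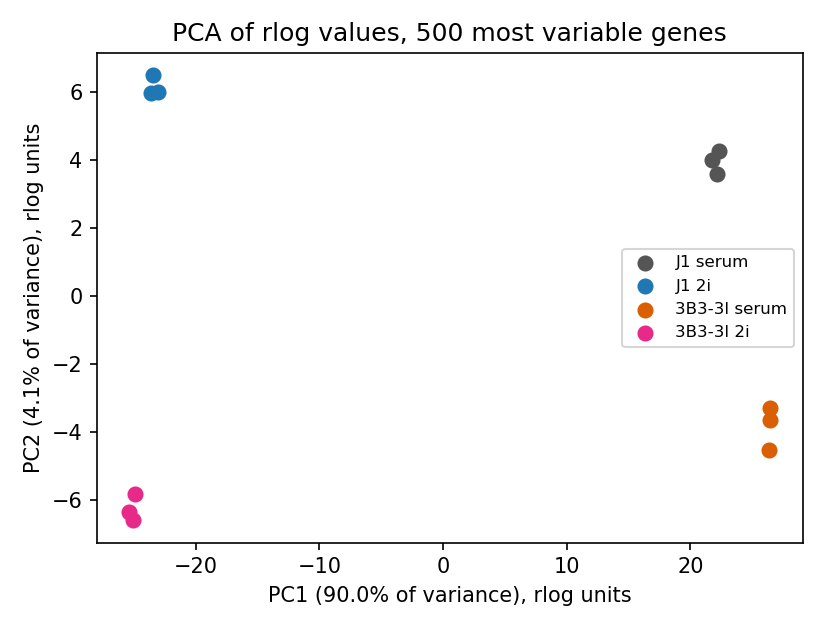
The first 2 principal components of rlog values of the 500 most variable genes, 1 point per library. The components hold 90.0% and 4.11% of the variance, and serum and 2i libraries lie on opposite sides of the first.

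The distance between the group means of 3B3L 2i and J1 2i was 41.2 rlog units, and that between 3B3L 2i and 3B3L serum was 86.4. Their ratio was 0.477, below 1. Measured for each 3B3L 2i library, it was 0.492 ± 0.00429 (SD, n = 3). The lowest alternative was 0.269, with the 500 most variable genes, and the highest was 0.509, with genes at 10 counts or more in every library. For comparison, J1 2i and J1 serum lay 79.2 units apart, and the lines lay 35.2 units apart in serum.

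Medium changed most genes in both lines. In J1, 11820 of 17885 genes were called between 2i and serum, 5940 higher and 5880 lower in 2i. In 3B3L, 11688 were called, 5846 higher and 5842 lower. The alternative that moved these counts most was a threshold of 2-fold, which left 4143 genes in J1 (1558 higher, 2585 lower) and 4190 in 3B3L (1305 higher, 2885 lower). The J1 genes with the highest fold changes were Tlx2, Cdx1 and Nkx1-2. Tlx2 (chromosome 6, 83068325 to 83070225) had 0 counts in all J1 serum libraries and 13.59 ± 0.351 CPM in J1 2i, at least 181-fold higher. Cdx1 (chromosome 18, 61018862 to 61036199) rose from 0.495 ± 0.158 to 59.03 ± 6.29 CPM, a log2 fold change of 6.88 ± 0.15 (edgeR adjusted p = 4.52e-15). Nkx1-2 rose by 6.74 ± 0.14 (edgeR adjusted p = 2.93e-15). The lowest in J1 were H19, Acta2 and Thbs1. H19 (chromosome 7, 142575530 to 142578146) had 66.98 ± 1.23 CPM in serum and 0.0778 ± 0.0348 in 2i, a change of -9.69 ± 0.15 (edgeR adjusted p = 1.25e-16). Acta2 was at least 156-fold lower in 2i, and Thbs1 changed by -7.91 ± 0.13 (edgeR adjusted p = 3.02e-16).

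In 3B3L, the genes with the highest fold changes were Dmgdh, Gm5096 and Cdx1. Dmgdh (chromosome 13, 93674436 to 93752823) rose from 0.574 ± 0.0887 to 81.11 ± 1.94 CPM, or by 7.14 ± 0.1 (edgeR adjusted p = 1.06e-16). Gm5096 rose by 6.42 ± 0.17 and Cdx1 by 6.09 ± 0.16 (edgeR adjusted p = 2.31e-14 and 2.04e-14). Among the lowest were H19 and Car4, which were at or under the floor of 3 counts in each 3B3L 2i library and at least 947-fold and 398-fold lower than in serum.

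The 2i effects of the lines were compared across genes. Their log2 fold changes had a Pearson r of 0.813 and a Spearman rho of 0.738 over 17885 genes, with a slope of 0.872, and 77.1% of genes had the same sign. These values are across genes, which are not independent replicates, and the contrasts share no library. The alternative that moved r most was to test all 28952 genes with no filter on low counts, at 0.502, and the next was DESeq2, at 0.779. Both contrasts called 9099 genes, 8479 with the same sign and 620 with opposite signs, of which 26 changed at least 2-fold in each line. A further 2721 genes were called in J1 alone and 2589 in 3B3L alone, which does not by itself show a difference between the lines. The difference between the 2i effects was tested directly and called 6200 genes, 2923 with a higher and 3277 with a lower 2i effect in 3B3L. At 2-fold, 1470 remained past both thresholds (530 higher, 940 lower). The highest differences were in Dnmt3b (3.29 ± 0.08, edgeR adjusted p = 4.32e-13), Ly6a (2.67 ± 0.25, edgeR adjusted p = 1.17e-06) and Slc1a1 (2.65 ± 0.16, edgeR adjusted p = 2.39e-08). The lowest fitted values were in Gm10221, Gdf1 and Tlx2, and each of these genes had a group at 0 counts, so that the size of these values depends on the fit. Gm10221 had 0 CPM in J1 serum and 3B3L 2i, and its 3B3L serum libraries held 0, 10.4 and 20.7 CPM, so its fitted value of -21.56 ± 5.51 rests on a few libraries, and without J1 2i replicate 2 it was not called (-11.72). Gdf1 (-9.78 ± 1.96, edgeR adjusted p = 0.0017) overlaps Cers1, which shares its reads, and the sum of both genes differed by -0.27. Tlx2 had a fitted difference of -5.95 ± 0.97 (edgeR adjusted p = 0.000369), from 0 counts in J1 serum and 8 in total in 3B3L serum. With J1 serum at the floor its 2i effect in J1 was at least 7.5 on the log2 scale, beside 6.17 ± 0.21 in 3B3L, with 13.59 ± 0.351 CPM in J1 2i and 5.04 ± 0.266 CPM in 3B3L 2i.

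**Figure D3:**
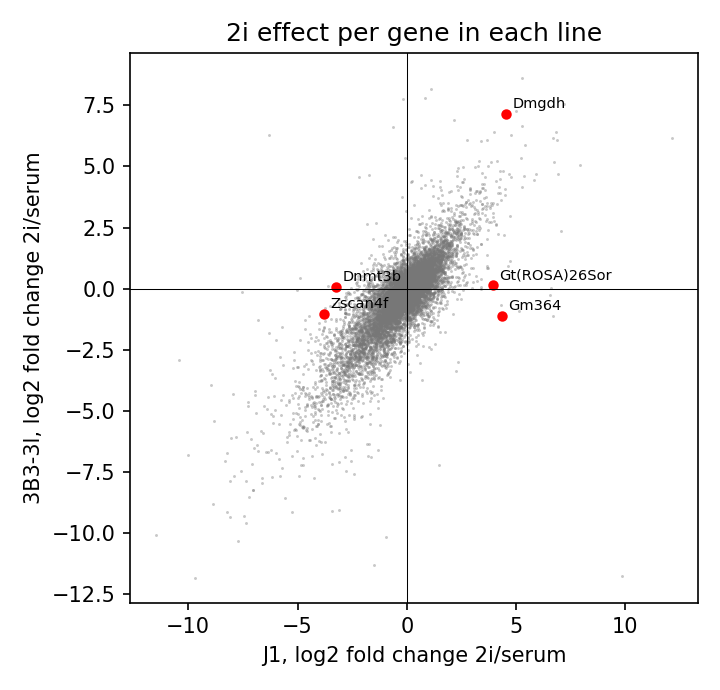
Log2 fold change between 2i and serum in J1 (horizontal) and 3B3L (vertical), 1 point per tested gene, with 5 genes named. Across 17885 genes r is 0.813, and Dnmt3b, which fell by 3.23 in J1, lies at 0.06 in 3B3L.

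Between lines, 8208 genes were called in 2i (4110 higher and 4098 lower in 3B3L) and 6916 in serum (3845 higher, 3071 lower). At 2-fold these were 1447 and 820. The excess of higher over lower genes in serum was smaller with the 6 libraries compared (3606 higher, 3526 lower) and with no filter (3431 and 3347). The other alternatives kept more of it, such as DESeq2 with 3472 and 2957. The differences between lines in the 2 media correlated across genes with r = 0.18 and rho = 0.227. In 2i, the highest genes in 3B3L were Dnmt3b (4.4 ± 0.06, edgeR adjusted p = 1.54e-16), Tex15 (2.82 ± 0.13, edgeR adjusted p = 1.72e-10) and Dio3 (2.68 ± 0.1, edgeR adjusted p = 2.02e-11). The lowest were Xlr3a (-4.47 ± 0.15), Gt(ROSA)26Sor (-3.6 ± 0.12) and Phlda2 (-3.2 ± 0.1), with edgeR adjusted p = 7.57e-12, 1.18e-11 and 4.98e-12. Xlr3a belongs to a family of near-identical genes, so its share of their reads is uncertain. Gt(ROSA)26Sor (chromosome 6, 113067428 to 113077244) had 22.29 ± 2.45 CPM in J1 2i and 1.46 ± 0.192, 1.68 ± 0.332 and 1.84 ± 0.134 CPM in J1 serum, 3B3L serum and 3B3L 2i. In serum, the highest genes in 3B3L were Gm364 (4.3 ± 0.15), Gm5946 (2.55 ± 0.1) and Gm14136 (2.5 ± 0.11), with edgeR adjusted p = 2.76e-11, 2.25e-10 and 2.66e-10. Among the lowest were Dnmt3a (-2.38 ± 0.07) and Nxf3 (-2.35 ± 0.12), with edgeR adjusted p = 2.26e-11 and 3.12e-09.

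Prdm14 (chromosome 1, 13113428 to 13127163, ENSMUSG00000042414) is named by the study, as are Esrrb and Uhrf1. Its rlog value rose from 9.66 ± 0.036 to 10.53 ± 0.043 in J1 and from 9.36 ± 0.025 to 10.64 ± 0.059 in 3B3L (SD, n = 3). The log2 fold changes were 1.31 ± 0.06 and 1.94 ± 0.06 (edgeR adjusted p = 1.04e-11 and 1.19e-13), and their difference was 0.63 ± 0.08 (edgeR adjusted p = 2.87e-05). In serum the lines differed by -0.47 ± 0.06 (edgeR adjusted p = 2.15e-05) and in 2i by 0.16 ± 0.05 (edgeR adjusted p = 0.0225). The call in 2i was lost without 3B3L 2i replicate 2 (0.1), 3B3L 2i replicate 3 (0.16) or J1 2i replicate 1 (0.13), and edgeR adjusted p ranged from 0.0182 to 0.199 over the alternatives. Esrrb rose by 0.47 ± 0.05 in J1 and 0.78 ± 0.05 in 3B3L, and the difference of 0.31 ± 0.07 was called (edgeR adjusted p = 0.0039). Between lines it was lower in 3B3L in serum (-0.26 ± 0.05, edgeR adjusted p = 0.00105) and not called in 2i (0.05 ± 0.05, edgeR adjusted p = 0.426). Uhrf1 rose by 1.09 ± 0.05 in J1 and 0.99 ± 0.05 in 3B3L, and their difference was not called (-0.09 ± 0.07, edgeR adjusted p = 0.292). It was higher in 3B3L in serum (0.2 ± 0.05, edgeR adjusted p = 0.00259). Its difference between lines in 2i was not called (0.11 ± 0.05, edgeR adjusted p = 0.0615), but was called without J1 2i replicate 3 (0.13) and with DESeq2 (0.1), with adjusted p from 0.0453 to 0.288 over the alternatives, by edgeR or DESeq2.

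Genes at loci whose chromatin contacts or compaction the study examined were compared too. Hoxd3 rose by 2.57 ± 0.66 in J1 and 2.79 ± 0.47 in 3B3L, with at most 0.8943 ± 0.207 CPM in a group, and by 4.31 in J1 without J1 serum replicate 1. Hoxd13 was called in 3B3L (1.38 ± 0.43, edgeR adjusted p = 0.0104) and not in J1 (0.66 ± 0.36, edgeR adjusted p = 0.122). In J1 it was called without J1 serum replicate 2 (1.24), but was 0.33 without J1 serum replicate 1 and 0.38 without J1 2i replicate 1. Between lines in 2i, Hoxd3 was called higher in 3B3L (1.51 ± 0.4, edgeR adjusted p = 0.00532) and Hoxd13 was not called (-0.32 ± 0.35, edgeR adjusted p = 0.488). Without 1 library this Hoxd13 value ranged from -0.49 to -0.04. The 2i effects of the lines were not called different for Hoxd3 (0.22 ± 1.18, edgeR adjusted p = 0.906) or Hoxd13 (0.72 ± 0.57, edgeR adjusted p = 0.358). In serum neither was called between lines (1.29 ± 0.79 and -1.04 ± 0.45, edgeR adjusted p = 0.218 and 0.0805). Without J1 serum replicate 1, Hoxd3 (3.03) and Hoxd13 (-1.37) were called between lines in serum. Without J1 serum replicate 2 they were 0.71 and -0.46, and Hoxd3 was 0.56 without 3B3L serum replicate 3, none of them called. The Hoxd13 difference between 2i effects was 0.11 without J1 serum replicate 2. Bmi1 rose by 2.42 ± 0.12 and 2.08 ± 0.12, and Skida1 by 3.36 ± 0.18 and 3.96 ± 0.19, in J1 and 3B3L. En2 rose by 0.95 ± 0.12 and 0.62 ± 0.13. Its difference of -0.32 ± 0.18 was not called, but without 3B3L serum replicate 3 it was (-0.5). Its line difference in 2i (-0.39 ± 0.12, edgeR adjusted p = 0.013) was lost without J1 2i replicate 1 (-0.34). Mnx1 had at most 0.4959 ± 0.101 CPM in a group. It fell in 3B3L by 0.96 ± 0.4 (edgeR adjusted p = 0.0463), a call that was lost without 3B3L 2i replicate 1 (-0.92) or 2 (-0.69), or without 3B3L serum replicate 1 (-0.72) or 3 (-0.83), with DESeq2 (-0.98), with length offsets (-0.91) and with the 6 libraries compared (-0.96). Its line difference in 2i of -1.28 ± 0.38 was lost without 3B3L 2i replicate 2 (-1.01) or J1 2i replicate 1 (-1.13), and its difference between 2i effects of -1.21 ± 0.52 was called without 3B3L 2i replicate 3 (-1.61) or 3B3L serum replicate 2 (-1.52). Shh had 0 counts in all serum libraries, below a floor of up to 0.081 CPM, and 8 and 3 counts in total in J1 2i and 3B3L 2i, so it was not tested.

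Of 60 tests of gene lists, 22 were called by camera. Fry asks whether the genes of a list change at all, and camera whether they change more than other genes. With so many genes called singly, a call by fry adds little support. All 22 were also called by fry, and 11 were called with an estimated correlation. The other 11 were sterol synthesis and 2-cell-like genes in J1, developmental factors in both lines, naive pluripotency in 3B3L and in the difference between lines, and the Wnt, germline, imprinted, fibroblast and Y-linked lists between lines in serum. The alternative that moved the number most was fry, with 52. With at least 10 counts in every library 15 were called, without sterol synthesis in J1, developmental factors in both lines, Hox genes in 3B3L (2), and imprinted, fibroblast and Y-linked genes between lines in serum. Between 2i and serum, MEK/ERK response genes fell in both lines, with medians of -1.88 in J1 and -1.45 in 3B3L (camera in limma, adjusted p = 2.55e-05 and 0.00321). In J1, 16 of 16 were called over all genes and 16 when adjusted over the list alone, and in 3B3L 15 and 15. Over all genes, 14 were called lower and 2 higher in J1, and 12 lower and 3 higher in 3B3L. Of 39 Hox genes written, 17 passed the filter on low counts, and the values describe these alone. These 17 rose, with medians of 2.57 and 2.38 (2.4 in each with genes at the floor at their bound). In each line 15 of 17 were called, also when adjusted over the list alone. Fibroblast genes changed by medians of -3.26 and -3.63 (-3.18 and -2.96 with bounds), with 22 of 24 called in each line and 22 when adjusted over the list alone. Developmental factors changed by -0.9 and -0.97 with 54 and 61 of 73 called (55 and 63 adjusted over the list alone). Imprinted genes changed by -0.37 and -0.85 with 31 and 33 of 37 called (31 and 34 adjusted over the list alone).

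Naive pluripotency genes rose by a median of 0.78 in 3B3L (adjusted p = 0.000188 by camera in limma), with 18 of 19 called, and by 0.47 in J1 (adjusted p = 0.0529), with 16 called, and the same numbers when adjusted over the list alone. Of those called over all genes, 15 were higher and 3 lower in 3B3L, and 11 higher and 5 lower in J1. The J1 list passed 0.05 without J1 2i replicate 1, 2 or 3, or without J1 serum replicate 2, with medians of 0.43, 0.5, 0.46 and 0.44. Sterol synthesis genes rose by 0.22 in J1 (adjusted p = 0.0274) and 0.15 in 3B3L (adjusted p = 0.125), with 14 of 19 called in each and 14 adjusted over the list alone. Over all genes, 12 were called higher and 2 lower in J1, and 10 higher and 4 lower in 3B3L. The 2-cell-like genes changed by a median of -2.53 in J1 (-2.38 with bounds, adjusted p = 0.000188), with 11 of 12 called and 11 adjusted over the list alone. In 3B3L they changed by -0.39 (adjusted p = 0.206), with 5 called and 4 adjusted over the list alone, and without 3B3L 2i replicate 3 by -0.2. Several of them are near-identical copies whose reads cannot be fully separated. Early lineage genes (-0.92 and -1.71, adjusted p = 0.315 and 0.199), Wnt response genes (0.12 and 0.11, adjusted p = 0.952 and 0.712), germline genes silenced by methylation (-0.17 and -0.27, adjusted p = 0.712 and 0.513) and Y-linked genes (-0.11 and -0.46, adjusted p = 0.391 and 0.138) were not called by camera in J1 or 3B3L. Of the early lineage genes, 16 and 18 of 19 were called singly (17 and 19 adjusted over the list alone), of the Wnt genes 11 and 12 of 15, of the germline genes 28 and 27 of 33, and of the Y-linked genes 1 and 3 of 4, with the same numbers adjusted over the list alone for these 3 lists. Without J1 serum replicate 1 the early lineage median in J1 was -0.38 and the Wnt median 0.22. Without J1 2i replicate 1 the germline median in J1 was -0.04, and without replicate 2 or 3 it was -0.07 or -0.3. Without J1 serum replicate 2 the Wnt median was 0.04, and without J1 2i replicate 2 or 3 the Y-linked median was -0.21 or -0.06.

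Between lines in 2i, the 2-cell-like list was the one called, with a median of 2.46 (2.38 with bounds, adjusted p = 5.37e-06 by camera in limma) and 10 of 12 genes called, or 11 adjusted over the list alone. In serum, 5 lists were called. Germline genes were higher in 3B3L by a median of 0.66 (0.594 with bounds, adjusted p = 0.00321) and imprinted genes by 0.18 (adjusted p = 0.0258). Y-linked genes were higher by 0.74 (adjusted p = 0.00922) and fibroblast genes by 0.3 (adjusted p = 0.0274). Wnt genes differed by -0.19 (adjusted p = 0.0261). Adjusted over the list alone, 24 of 33, 25 of 37, 4 of 4, 14 of 24 and 9 of 15 of their genes were called, and 23, 24, 4, 13 and 8 over all genes. Of the latter, 18 germline, 17 imprinted, 4 Y-linked and 12 fibroblast genes were higher in 3B3L, and 6 Wnt genes were lower. The Wnt call was lost without 3B3L serum replicate 1 (-0.1) and its median was -0.33 without 3B3L serum replicate 3. The fibroblast call was lost without J1 serum replicate 2 (0.28).

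**Figure D4:**
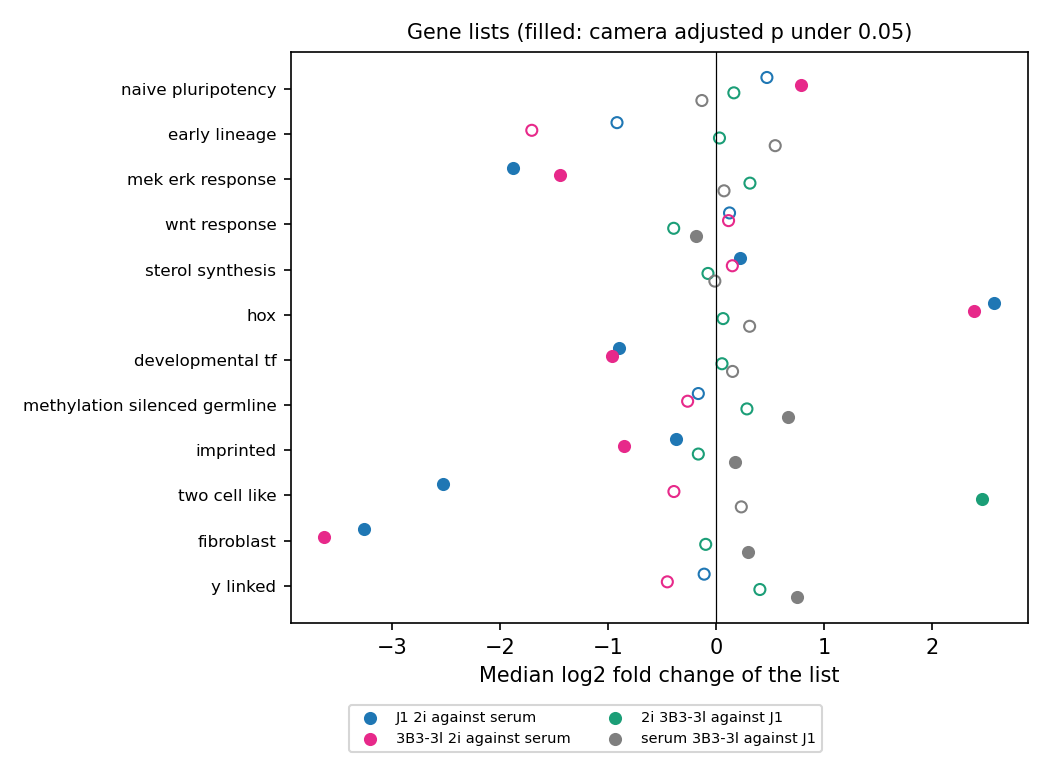
Median log2 fold change of 12 gene lists in 4 contrasts, 1 point per list and contrast, filled where camera gave an adjusted p under 0.05. The 2-cell-like list lies at -2.53 in J1 2i against serum and at 2.46 in 3B3L against J1 in 2i.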

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

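All tests of explanations in this part were chosen only after the results were seen. The results below were singled out because the 2i effect differed between the lines in a test of the difference itself. They are 22 genes and 3 gene lists. Groups of 3 libraries are too small for a search for single deviating libraries, which was not made. Positive values mean a higher 2i effect in 3B3L.

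Across all genes, 6200 were called for this difference. Line labels were exchanged within each medium in 100 of the 200 possible ways, and 1 of the 100 splits, the real one, gave as many. The highest count among the other splits was 3692. For the contrasts of 2 groups, 1 of the 10 splits of the 6 libraries, again the real one, gave as many genes in each of the 4 contrasts, but 10 splits cannot give a share under 0.1. With all libraries thinned to the smallest, 5856 of the 6200 genes were called again, and after a correction for GC content and gene length 6064 were. All 25 results of this part stayed past the threshold under both. This argues against differences in depth between libraries as their whole cause. For genes with a GC value it also argues against GC content and a gene's fixed length. GC content and length came from protein-coding transcripts. Genes without a value were left uncorrected, so for them the correction decides nothing. The correction used 1 length per gene, so it does not test a change in effective length between groups. With transcript length offsets, Dnmt3a, H19 and Xlr3a lost their call. A difference between sequencing pools stays open for all of them, since the pools are not labelled, and so does the difference between the lines in culture surface for effects that arise in serum. Beyond these, the lines differ in the disrupted Dnmt3a and Dnmt3b genes, in their transgenes and in the drug selection for them. They also differ in DNA methylation, which was not measured in these libraries and whose role was not tested. Each genotype was 1 line, and the replicates are of that line. The p values therefore measure spread within a line and cannot separate genotype from other differences between the 2 lines.

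The first set holds genes of the study itself. Dnmt3b differed by 3.29 and Dnmt3l by 1.69. The excess of Dnmt3l in 3B3L over J1 was 200 CPM in serum and 237 CPM in 2i, and its change of 37.4 CPM was 1.93 times its standard error of 19.3. An equal amount of transgene expression on top of the endogenous level in both media could account for this, and the value lies between the limits of 1 and 2 standard errors, which were set after it was seen, so it cannot be told apart from a change with medium at 3 libraries per group. For Dnmt3b the excess was 478 and 884 CPM, a change of 19.2 standard errors, which argues against an equal amount added to the J1 level. The endogenous Dnmt3b gene is disrupted in 3B3L, so that sum was not a natural model for it. Dnmt3a differed by -0.77, but with transcript length offsets by -0.14, no longer called (edgeR adjusted p = 7.99e-05, and 5.27e-10 to 0.44 over the alternatives). A change in effective length is therefore a candidate explanation for the Dnmt3a value. Prdm14 differed by 0.63 and Esrrb by 0.31, and these calls held in the alternatives run for single genes, which were DESeq2 size factors, the DESeq2 test, the replicate number as a block, length offsets and leaving out each library.

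Several values rest on low or shared reads. Gdf1 differed by -9.78 with 0 counts in 3B3L 2i. Summed with the overlapping Cers1, the difference was -0.27, and Gdf1 and Cers1 also traded levels between replicates, with Gdf1 at 4.93, 14.7 and 3.09 CPM and Cers1 at 10.1, 0.096 and 12 CPM in 3B3L serum. Reads assigned to either gene by the quantifier may therefore explain the Gdf1 value. Gm10221 differed by -21.56, was 0 or up to 20.7 CPM between replicates of 3B3L serum, and was not called without J1 2i replicate 2 (-11.72). It was not tested whether its reads belong to another copy. Tlx2 had a fitted difference of -5.95 from 0 counts in J1 serum and 8 in total in 3B3L serum. With J1 serum at the floor its 2i effect was at least 7.5 in J1, beside 6.17 in 3B3L, so the size of the fitted difference rests on counts at or near the floor. H19 differed by -2.12 at 10 and 2 counts in total in J1 2i and 3B3L 2i. This call was lost with DESeq2, with the replicate number as a block and with transcript length offsets (-1.99), and without 3B3L 2i replicate 1 (-1.6) or 3 (-1.65), 3B3L serum replicate 1 (-2.1) or 2 (-2.1), J1 2i replicate 2 (-1.73) or 3 (-2.15), or J1 serum replicate 1 (-2.14) or 2 (-2.13). Without 3B3L 2i replicate 2 it was -4.77. Xlr3a, a member of a multicopy family, differed by -0.93. Its call was lost with length offsets (-1.16) and without 3B3L serum replicate 2 (-0.79) or 3 (-0.78).

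The other genes kept their call in these same alternatives, except that length offsets could not be computed for Gm5946. Lower 2i effects in 3B3L were found for Gm364 (-5.45), Gt(ROSA)26Sor (-3.79), Phlda2 (-2.62), Gm14136 (-2.57), Gm5946 (-2.48) and Nkx1-2 (-1.58). Higher ones were found for Ly6a (2.67), Slc1a1 (2.65), Dmgdh (2.6), Dio3 (2.6), Gm5096 (2.45) and Tex15 (2.03). No explanation specific to these genes was tested.

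Of the lists, naive pluripotency genes differed by a median of 0.311 (camera adjusted p = 0.00241, limma), higher in 16 of 19 genes, but not with an estimated correlation (adjusted p = 0.163, with 0.000101 to 0.163 over the alternatives). Imprinted genes differed by -0.473 (-0.45 with genes at the floor at their bound), lower in 30 of 37 genes, and the 2-cell-like genes by 2.22 (2.07 with bounds), higher in 12 of 12, and both held with an estimated correlation. Reads split between near-identical copies could move single 2-cell-like genes, but the summed CPM of the 3 Zscan4 genes still differed by 2.74. That sum was 12.3 ± 1.46 CPM in J1 serum, 0.95 ± 0.221 in J1 2i, 14.3 ± 0.742 in 3B3L serum and 7.41 ± 0.629 in 3B3L 2i (SD, n = 3), which argues against a trade of reads among these copies. Whether a few cells or all cells carry these transcripts cannot be read from bulk libraries.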

How the results depend on the processing

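Counts of called genes stayed within 1.5 times of the reported ones in each alternative except the 2-fold threshold, which gave 4143 (J1, 2i against serum), 4190 (3B3L, 2i against serum), 1447 (lines in 2i), 820 (lines in serum) and 1470 (difference of 2i effects). Leaving out 1 library gave 11115 to 11865, 10929 to 11446, 7116 to 7961, 5534 to 6797 and 5225 to 6857. The first principal component held 74.7% with all filtered genes and 84.9% with log2 CPM. The distance ratio was 0.269 with 500 genes, 0.492 with log2 CPM, 0.487 with the variance stabilizing transformation, 0.509 with 10 counts in every library and 0.474 to 0.487 without 1 library, below 1 in each. The correlation of 2i effects was 0.502 with no filter, an alternative chosen after the data were seen that adds genes with few counts, 0.779 with DESeq2, and 0.798 to 0.818 without 1 library. Medium and line shares kept the smallest possible p in each. The line difference of Prdm14 in 2i was 0.15 with the 6 libraries compared, not called, where fewer samples set the error, and 0.1 to 0.19 without 1 library.

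The lists called numbered 52 with fry, 11 with an estimated correlation and 15 with at least 10 counts in every library. The replicate numbers of the labels did not pair the libraries. Same-numbered libraries correlated by -0.118 to 0.062 over 18 pairs, 0 of them over 0.1. With the replicate number as a block (replicate block), 11543, 11408, 7784, 6383 and 5623 genes were called in the 5 contrasts, 22 lists were called, and of the named genes H19 alone lost a call.

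The genes and lists whose direction reversed were called neither as reported nor under that alternative. With at least 10 counts in every library, where fewer genes were tested, list medians became 0.019 (early lineage, J1), 0.202 (early lineage, 3B3L), 0.181 (germline, J1), -0.0611 (Wnt, 3B3L), -0.195 (developmental, lines in 2i) and 0.0399 (developmental, difference), and the last was 0.0157 with the block. Leaving out 1 library gave -0.092 to 0.15 (early lineage), -0.0573 to 0.1 (developmental), -0.03 to 0.101 (Hox) and -0.198 to 0.0971 (fibroblast) for lines in 2i, -0.12 to 0.113 for the developmental difference and -0.0374 to 0.00143 for sterol genes between lines in serum. Skida1 was at -0.04 (lines in 2i) and -0.0045 (difference) with length offsets, and Dnmt1 at -0.01 (lines in serum) with 6 libraries. Without 1 library, Dnmt1 ranged from -0.04 to 0.05 (lines in serum) and -0.02 to 0.06 (difference), Bmi1 from -0.11 to 0.05 (lines in 2i), Hoxd3 from -1.55 to 0.95 (difference), Mnx1 from -0.31 to 0.24 and En2 from -0.18 to 0.11 (lines in serum). With estimated reads, the line difference in share of Dnmt3a-005 was 19.6 in 2i and 18.1 in serum, and that of Dnmt3b-201 in serum 0.444. Without 1 library Dnmt3b-002 in 2i ranged from -2.39 to 0.0906 and Dnmt3b-201 in serum from -2.62 to 1.66. The causes of these changes were not tested, except where named.

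Of 2018 other values, for single genes, lists and transcripts under an alternative, 1878 were counted as the same. A further 46 lost a call, 42 gained one (30 of them lists under fry), 10 moved and 42 reversed. For genes and lists, the same means the same direction and the same call, not a similar size. For transcripts it means the same direction and a value within the larger SD of the groups. The filters on low counts were not varied for single genes, and length offsets covered those genes whose transcript counts added up. Depth limits the genes near the floor, such as Shh, Hoxd3, Hoxd13 and Mnx1.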

Other observations

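The tests in this part were chosen only after the results were seen, and the genes named here beyond the fixed set were chosen after their values were seen.

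Fibroblast genes fell in 2i in both lines. Feeder cells carried over in J1 serum libraries are a candidate source, since J1 serum cells were grown on feeders. Such cells would raise the list in J1 serum over 3B3L serum, but the list was 0.295 higher in 3B3L, in 20 of 24 genes, a call that an estimated correlation did not give (adjusted p = 0.312, with 0.000862 to 0.312 over the alternatives). They would also leave 3B3L without a fall, but in 3B3L the list changed by -3.63. Col1a1 stood at 28.1 and 35.5 CPM and Col1a2 at 8.91 and 13.4 CPM in J1 and 3B3L serum, and Col3a1 at 0.651 and 0.588 CPM. These values argue against feeder cells as the source of the fall. Of the 30 genes of the list, 24 passed the filter in these libraries and 0 of the 30 are in another list. Whether differentiating cells in serum carry them was not tested.

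Kdm5d, on the Y chromosome, fell by 3.95 on the log2 scale in J1 and by 4.75 in 3B3L. Loss of the Y chromosome in part of the cells could lower it, but the other Y-linked genes changed by a median of -0.08 in J1, with Eif2s3y at 63.7 CPM in serum and 64.2 CPM in 2i. This argues against loss of the chromosome as the source in J1. In 3B3L the Y-linked list changed by -0.455, lower in 4 of 4 genes and with 3 of them called, while Eif2s3y stood at 77 CPM in serum and 72.9 CPM in 2i (-0.08). Loss in part of the 3B3L cells stays open for the smaller falls there, but it would lower these genes alike, and the other genes did not fall as far as Kdm5d. The Y-linked list was higher in 3B3L serum than in J1 serum by 0.743, with Ddx3y at 72.3 and 44.9 CPM, and no explanation for this was tested.

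Meg3, an imprinted gene, had 135 CPM in J1 serum, 131 CPM in J1 2i, 512 CPM in 3B3L serum and 283 CPM in 3B3L 2i. No explanation for this was tested.

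The germline list, made of genes that are silenced by DNA methylation, was not called by camera between 2i and serum in J1 (-0.168, adjusted p = 0.712, limma) or in 3B3L (-0.267, adjusted p = 0.513), and the difference between the lines was not called either (-0.263, adjusted p = 0.367, and -0.131 without J1 2i replicate 1). Without J1 2i replicate 1, 2 or 3 the J1 value was -0.0417, -0.0746 or -0.305. With fry it was called in all 3 comparisons, and over the alternatives the adjusted p ranged from 0.0228 to 0.847 in J1 and from 0.0167 to 0.597 for the difference between the lines (limma), so whether it passes depends on the set test. Members went both ways, with 12 called higher and 16 called lower in J1, so the median does not describe each gene.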
